A study of Mus musculus with 5 samples. Its data were reported in "A signal-responsive cooperative transcription factor network determines alveolar macrophage identity" (2026).

How the data were processed

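RXRα HT-ChIPmentation was performed on AMs from bronchoalveolar lavage, sorted by FACS, of mice without Cre (WT A and WT G) and with Cre under Cd11c control (KO A and KO G), all with floxed Rxra and Rxrb. Groups and replicate letters were taken from the sample labels. An input sample served as the control for peak calling, and its own file was not used here. The cells were fixed with formaldehyde and sonicated, and the chromatin was immunoprecipitated with an anti-RXRα antibody and tagmented on the beads.

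The authors trimmed reads with Cutadapt 1.7.1, aligned them to mm10 with Bowtie2, removed duplicates and kept properly paired reads over Q30 with samtools 0.1.18. Peaks were called per sample against the input with MACS3 3.0.0a5 with default parameters and a q threshold of 0.05; replicates were not pooled. In the deposited lists, the fold enrichment is a ratio of the ChIP pileup at the summit to the local background from the input, each with a pseudocount of 1. The deposited −log10 p and −log10 q values refer to the summit of each peak, and the deposited score is the whole part of 10 times the −log10 q. The deposited summit column gives the position of the summit from the peak start. The study compared genotypes with a read count model on a consensus of peaks; the lists hold no read counts, so genotypes were compared here by peak numbers and overlap.

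Lists were compared in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0). Peaks were shared where they overlapped by at least 1 bp. No peaks were removed here for lying in repeats or in regions of high background. WT peaks were merged, and a region was kept where both lists had a peak. The number of peaks was compared between genotypes by an exact permutation test (two-sided). Shares are given with 95% exact (Clopper-Pearson) binomial intervals, which cover counting error only. For random expectation, peaks were placed 100 times at random within their chromosomes, outside runs of N over 1 kb; mappability was not considered. The fold enrichment of shared and single peaks was compared within each list by a permutation test over peaks with 100000 resamples.

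Fragments at each summit were derived from the deposited fold enrichment and −log10 p, taking p as the Poisson tail above the pileup and solving for a whole number of fragments and a background level. A pileup was called whole within 0.004 (within 0.012 in WT A, whose ChIP pileup was scaled to the input by a factor of 0.884). The background level recurring most often in a list was taken as its genome-wide background: 1.25 fragments in WT A, 0.551 in WT G, 0.966 in KO A and 0.936 in KO G. Relative depth was read from the step between local background values, which is the worth of 1 input read in that library, and in WT A from the scaling factor. In WT G, KO A and KO G the genome-wide background divided by the shortest peak length, relative to that of WT A, gave the same depths (0.237, 0.647 and 0.848). The sequencing metrics in the supplement of the study were not used, so the depths were not checked against them. These values are derived, and rest on the shortest peak length being the fragment length used by the peak caller.

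Regions were annotated at their midpoints with GENCODE release M21 (basic set) as promoter (1 kb upstream to 100 bp downstream of a TSS), transcription termination site (100 bp upstream to 1 kb downstream), exon, intron or intergenic, in that order. The nearest gene was the protein-coding gene with the TSS nearest to the midpoint. Genes of 4 fixed lists (bound genes the study names, other AM genes it names, known targets of RXR partner receptors, and genes of monocytes and other macrophages) were counted where nearest to a region in both WT lists, and set beside 10000 random lists matched on 10 classes of the space between neighbouring TSSs (one-sided, Benjamini-Hochberg over the 4 lists). All genes of the lists were found in the annotation.

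Motifs were scanned on both strands as consensus sequences in windows of 50 bp on each side of the summit of the strongest peak of a region, and in the same windows centred 500 bp to each side. There were 13: DR1 (AGGTCANAGGTCA), DR4 (AGGTCANNNNAGGTCA) and DR5 (AGGTCANNNNNAGGTCA) with at most 2 mismatches; PU.1 (RAGGAAGTG), C/EBP (TTRCNNAA), STAT5 (TTCYNRGAA), RUNX (TGYGGTTW), AP-1 (TGASTCA), the E-box (CACGTG) and MITF (GTCACGTG) with none; the SMAD palindrome (GTCTAGAC) and CTCF (CCASYAGRKGGC) with at most 1; and a control with the DR1 letters in shuffled order. Summits and flanks were compared by exact McNemar tests, taking the larger p of the 2 flanks, with Benjamini-Hochberg adjustment over the motifs.

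The genes and regions named were chosen by a rule fixed before the data were examined: Rxra, Rxrb and Itgax; the 5 regions in both WT lists with the smallest sum of ranks by −log10 q; the 5 regions in both KO lists with the highest −log10 q; and the 5 genes of the list of bound genes with the highest −log10 q, each by its strongest region. The overlap, motif, gene list and fragment steps were tested on simulated data; the feature classes, nearest genes and permutation tests of peaks were not. A list made with 60.7% of peaks overlapping gave 60.6%, and DR1 sites put into random windows at 10.7% were found at 10.8%. In all, 99.6% of simulated peaks of an unscaled library were solved, and the fragments were right in all that were solved. Of 400 random gene lists, 4 had p under 0.05, where 20 would be expected of a continuous test, so the list test was conservative in that simulation. The bound genes were drawn there at random from all genes. It therefore does not show how the test behaves where bound genes depend on spacing or on activity in the cell. Overlap counts equalled those of bedtools 2.31.1 in all 12 ordered pairs of lists.

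Alternatives covered stricter thresholds (−log10 q of at least 2 or 3, fold enrichment of at least 5), WT lists of equal length, other definitions of overlap and of shared regions, leaving out each library, other promoter windows and annotations (RefSeq was added after seeing the data), other motif windows, flanks and mismatches, and a pseudocount of 0. An alternative restricted to chromosomes 1 to 19 and X removed no peak, since no list held others.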

Results

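RXRα binding was profiled in alveolar macrophages (AMs), the resident macrophages of the airspace, taken from mouse lungs by bronchoalveolar lavage and sorted by flow cytometry. The assay was HT-ChIPmentation, in which chromatin is immunoprecipitated and the sequencing library is then made on the beads with the Tn5 transposase. There were 5 samples. A pair of ChIP libraries came from mice with floxed Rxra and Rxrb alleles and no Cre (WT A and WT G), a pair came from mice that also carried Cre under Cd11c control, which deletes both receptors in AMs (KO A and KO G), and 1 sample was an input control. The files were lists of peaks called by the authors for each ChIP library against the input, in mm10 coordinates, with a fold enrichment, a −log10 p and a −log10 q for each peak. These values are the authors'. They were used to describe, rank, filter and compare peaks within a list, and to derive the depth of each library. Where a region is given with values of several libraries, these stand side by side without correction for depth. Their differences therefore do not measure a change in binding.

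The first question was whether binding was lost in the KO. The lists held 4751 peaks in WT A, 9766 in WT G, 83 in KO A and 208 in KO G. The mean was 7258.5 ± 3546 (SD, n = 2) peaks in WT and 145.5 ± 88.4 (SD, n = 2) in KO, a ratio of 49.9. Single WT and KO libraries differed by between 22.8-fold and 118-fold, while the members of each genotype differed by 2.06-fold in WT and by 2.51-fold in KO. An exact permutation test (two-sided) gave p = 0.333, the smallest p that 2 samples against 2 can give, so this design cannot reach 0.05. Leaving out KO G moved the ratio most, to 87.5, and with both WT lists held to the length of the shorter it was 32.7. The median peak width was 228 bp in WT A, 323 bp in WT G, 197 bp in KO A and 148 bp in KO G.

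The lists carried no read totals, so depth was derived from each peak's fold enrichment and −log10 p, and it was not checked against read totals. A whole number of fragments at the summit and a background level explained 4745 of the 4751 peaks of WT A, 9759 of the 9766 of WT G, 81 of the 83 of KO A and all 208 of KO G. The derived depth, relative to the input library, was 1.13 for WT A, 0.237 for WT G, 0.647 for KO A and 0.848 for KO G. WT G, the library with the most peaks, was thus 4.77-fold shallower than WT A, and KO A and KO G were 2.73-fold and 3.58-fold deeper than WT G. The median number of fragments at a summit was 16 in WT A, 8 in WT G, 14 in KO A and 12 in KO G, and the lowest was 10, 5, 10 and 8, in that order. Single peaks therefore rested on few fragments, and in WT G on as few as 5.

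**Figure D1:**
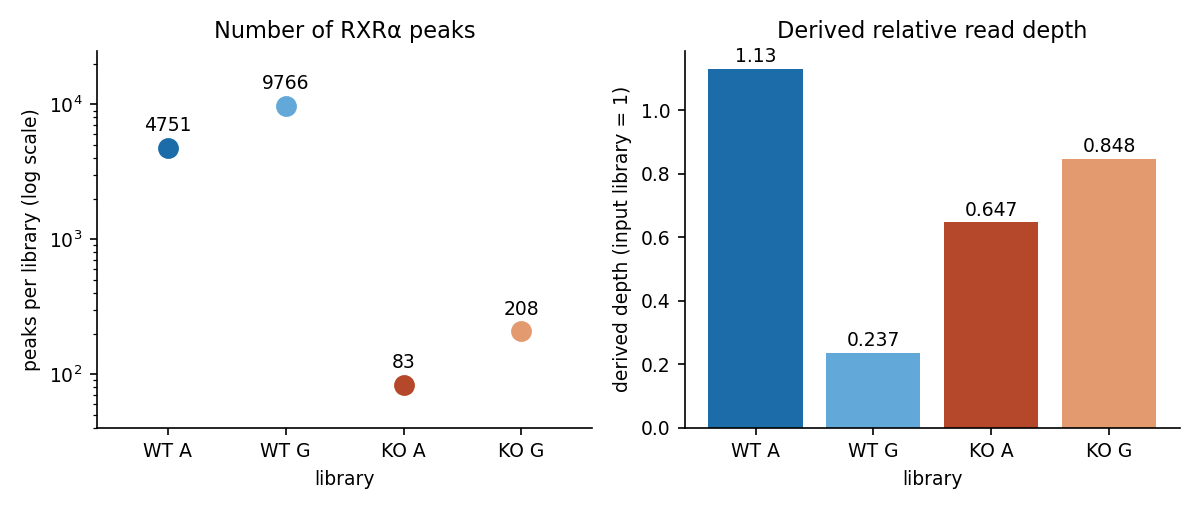
Left, number of RXRα peaks in each of the 4 ChIP libraries on a log axis; right, derived read depth of each library relative to the input library, which is 1. WT A (4751) and WT G (9766) lie above KO A (83) and KO G (208), and WT G has the most peaks at the lowest derived depth (0.237).

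The replicate lists were then compared by overlap, counting a shared stretch of at least 1 bp. Of the WT A peaks, 3952 (83.2%, 95% exact binomial interval 82.1 to 84.2) overlapped a WT G peak, against a mean of 0.299% when the peaks were placed at random within their chromosomes 100 times. Of the WT G peaks, 3527 (36.1%, interval 35.2 to 37.1) overlapped a WT A peak, against 0.139% at random. The overlap followed peak strength. In the strongest 10% of each list by −log10 q, 98.7% of WT A peaks and 95.3% of WT G peaks were shared, and in the weakest 10% 70.9% and 11.9%. Shared peaks had a higher fold enrichment than peaks of the same list alone. In WT A the medians were 6.72 for 3952 shared peaks and 5.93 for the other 799, a difference of 0.784, and in WT G they were 7.22 for 3527 and 5.73 for 6239, a difference of 1.49. The two-sided permutation test over peaks gave p = 1e-05 in each list, the smallest that 100000 resamples can give. Peaks are not replicates, so these tests describe these libraries. The shares depended on the definition of overlap and on the length of the lists. Where both peaks had to share at least 50% of their length, 32.6% of WT A peaks and 15.9% of WT G peaks were shared, and with WT G held to the length of WT A, 67.7% and 57.5% were.

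**Figure D2:**
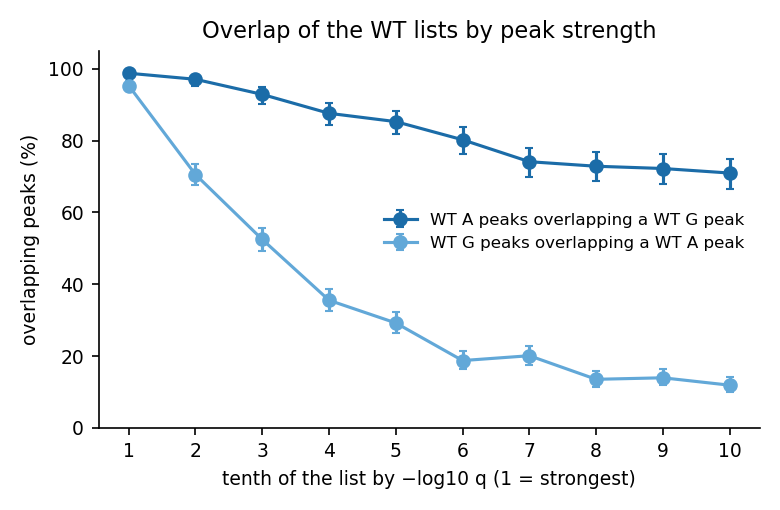
Share of peaks of each WT list that overlapped a peak of the other WT list by at least 1 bp, in 10 classes of equal size from strongest (1) to weakest (10) −log10 q; bars are 95% exact binomial intervals. The strongest classes are shared at 98.7% (WT A) and 95.3% (WT G), and the weakest at 70.9% and 11.9%.

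Merging the WT lists gave 10461 regions, of which 3423 had a peak in both. These regions had a median width of 574 bp and covered 2323 kb in all. A KO peak overlapped 201 of them (5.87%, interval 5.11 to 6.71), 74 in KO A, 183 in KO G and 56 in both, and 3222 (94.1%) had no KO peak. The count depended most on which WT regions entered: of all regions in either WT list, 10250 had no KO peak.

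The peaks left in the KO were asked for their position. Of the KO A peaks, 82 of 83 overlapped a WT peak (98.8%, interval 93.5 to 100), and so did 204 of the 208 KO G peaks (98.1%, interval 95.1 to 99.5). Random placement gave 0.253% and 0.221%. The KO lists shared 61 of the KO A peaks (73.5%, interval 62.7 to 82.6) and 62 of the KO G peaks (29.8%, interval 23.7 to 36.5). Merged, they gave 228 regions, 60 of them in both KO lists and 5 with no WT peak. Requiring at least 50% of both peaks lowered the share at WT peaks most, to 28.9% in KO A and 17.3% in KO G.

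The 5 strongest regions found in both KO lists all had a WT A peak, and all but the chromosome 9 region from 35305271 also had a WT G peak. The strongest, on chromosome 17 from 39843042 to 39848826, covered 5785 bp over an annotated exon, was at -105 kb from the nearest protein-coding TSS, had a −log10 q of 63.3 in KO A and 47.6 in KO G, and was also the strongest peak of both WT lists (54.5 in WT A and 96.2 in WT G). Its local background reached 26.8 times the genome-wide level. The others were on chromosome 9 from 123461880 to 123462120 (exon; 45.2 in KO A and 20.6 in KO G), on chromosome 16 from 11143976 to 11144292 (promoter; 44.0 and 33.3), on chromosome 9 from 35305271 to 35305569 (intron; 32.6 and 19.6) and on chromosome 3 from 5860359 to 5860755 (intergenic; 20.5 and 31.9). Their local background was 11.8, 3.63, 29.9 and 12.7 times the genome-wide level. In the same order, their −log10 q in WT A was 41.1, 37.2, 13.9 and 30.4. In WT G it was 50.4 at 123461880, 32.4 on chromosome 16 and 43.4 on chromosome 3. By this value the chromosome 16 region was about as strong in KO as in WT, and the region from 35305271 was higher in both KO lists than in WT A.

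The location of the regions in both WT lists was read at their midpoints. Promoters (from 1 kb upstream to 100 bp downstream of a TSS) held 370 of the 3423 regions (10.8%, interval 9.79 to 11.9), against 2.70% of randomly placed regions. Introns held 1740 (50.8%, interval 49.1 to 52.5) against 41.6%, and intergenic sequence held 1078 (31.5%, interval 29.9 to 33.1) against 49.8%. Transcription termination sites held 3.45% against 2.62% and exons 3.42% against 3.20%, and the exon share lay within the range of the 100 placements. The lists differed in their promoter share, with 11.1% in WT A (interval 10.2 to 12), 15.5% in WT G (interval 14.8 to 16.2), 9.64% in KO A (interval 4.25 to 18.1) and 9.13% in KO G (interval 5.59 to 13.9). In WT G, promoters held 18.3% of the 6239 peaks with no WT A peak and 10.6% of the 3527 shared peaks. The promoter window moved this share most: with 3 kb on each side of the TSS, 30.4% of the regions in both WT lists were promoter regions.

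**Figure D3:**
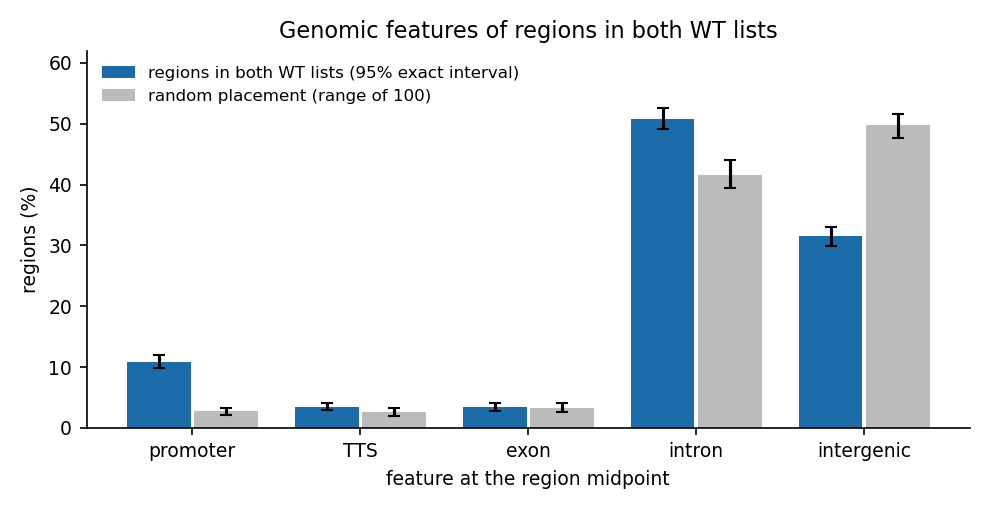
Share of the 3423 regions in both WT lists (blue, 95% exact binomial intervals) and of the same regions placed at random (grey, mean and range of 100 placements) by the feature at the region midpoint. Promoters hold 10.8% against 2.70% at random, and intergenic sequence 31.5% against 49.8%.

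The nearest protein-coding TSS was assigned to each region to ask which genes lie near bound regions. The 3423 regions were nearest to 1933 genes, at a median distance of 15.7 kb, and 91.3% lay within 100 kb of that TSS. In a single random placement the same regions were nearest to 2585 genes at a median of 56.5 kb. The WT G list alone gave 3633 genes and the WT A list alone 2272. Klf6 and Trib1 had the most regions, 16 each, followed by Cebpb with 15 and Zfp608 with 14; these genes were picked after their values were seen.

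The targeted genes had few peaks. WT A had a peak in an Rxra intron on chromosome 2 from 27714317 to 27714432 (−log10 q 4.31, fold enrichment 5.54), and WT G had one from 27715236 to 27715612 (−log10 q 6.88, fold enrichment 7.09). They did not overlap, and neither KO list had a peak nearest to Rxra. Rxrb was nearest to no peak in any of the 4 lists. Peaks do not measure the deleted exons, so this does not check the genotype. Itgax, which encodes CD11c, had 1 region in both WT lists, 4.39 kb into the gene by its WT A peak (chromosome 7, 128133794 to 128134082, midpoint in an exon; −log10 q 8.06 in WT A and 17.3 in WT G). KO G also had a peak there (5.2) and KO A had none. In WT G there were 4 further Itgax peaks with no counterpart in the other 3 lists, 2 at the promoter (−log10 q 5.73 and 2.45), 1 in an intron (4.64) and 1 in an exon (3.61).

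There were 4 gene lists fixed before the data were examined, and each was set beside 10000 random lists matched on the space between neighbouring TSSs. Of the 21 genes that the study names as bound, 15 (71.4%) were nearest to a region in both WT lists, against a mean of 11.2% in random lists (one-sided permutation test, p = 1e-04, adjusted over the 4 lists 0.000133). The study chose this list on these samples, so it is not independent evidence, and it also shows binding at some genes of the next 2 lists (Cdh1, Mmp8, Zeb2, Itgax and Cd36), so those are not fully independent either. Cebpb, Pparg, Bhlhe40, Runx1, Siglecf, Ucp3, Ctsk, Cd69, Tlr2, Tgfbr2, Fabp1, Abca1, Abcg1, Klf6 and Naip1 had such a region. Spi1, Csf2rb2 and Cd2 had peaks in WT G only, Bhlhe41 had peaks in both WT lists that did not overlap, and Tgfbr1 and Prune1 were nearest to none. Of 13 other AM genes that the study names, 8 (61.5%) were nearest to such a region against 8.93% at random, and of 20 known targets of RXR partner receptors, 13 (65.0%) against 9.15%; the permutation test gave p = 1e-04 for both (adjusted 0.000133), the smallest that 10000 lists can give. Of 10 genes of monocytes and other macrophages, 1 (10%), Cx3cr1, was nearest to such a region, against 9.22% at random (permutation test, adjusted p = 0.628). Random lists were drawn from all protein-coding genes and matched on spacing alone, not on expression or open chromatin in AMs. The tests therefore do not show whether any list exceeded other genes active in AMs. The number of genes with a peak was 1 in KO A (Cebpb) and 6 in KO G for the list of bound genes, and 4 (Plin2, Angptl4, Cpt1a and Pdk4) and 7 for the targets of RXR partner receptors; the genes in brackets were named after their values were seen.

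The strongest region of the list of bound genes lay 35.1 kb from the Cebpb TSS, on chromosome 2 from 167723521 to 167724593. Its −log10 q was 48.5 in WT A, 36.4 in WT G, 18.9 in KO A and 29.3 in KO G. Next came a region at -17.9 kb from Abcg1 (chromosome 17, 31038165 to 31041441, intergenic), with a −log10 q of 25.9 in WT A, 32.5 in WT G and 4.15 in KO G. A region at 14.3 kb from Klf6 (chromosome 13, 5875273 to 5876244, intergenic) had 23.3 in WT A, 21.8 in WT G and 3.16 in KO G. A Runx1 intronic region (chromosome 16, 92783400 to 92784744) had 22 in WT A, 11.8 in WT G and 2.51 in KO G. A Pparg promoter region (chromosome 6, 115420570 to 115422278) had 14.7 in WT A, 21.8 in WT G and no KO peak.

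Of the 5 regions with the best summed rank over the WT lists, the chromosome 17 region and the Cebpb region are given above, and the chromosome 9 region near 123461855, with a −log10 q of 41.1 in WT A and 50.4 in WT G, is the second of the KO regions. The chromosome 17 and chromosome 9 regions were also strong in both KO lists, with a high local background there, so their rank does not mark them as RXRα sites. The other two were near Tgm2 (chromosome 2, 158174535 to 158176075, intergenic, -28.9 kb from the TSS; −log10 q 41.3 in WT A, 45.2 in WT G and 6.31 in KO G, no KO A peak) and near Dhrs3 (chromosome 4, 144960361 to 144962258, intergenic, 68.2 kb from the TSS; 51.5 in WT A, 38.0 in WT G, 13.5 in KO A and 9.89 in KO G).

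Finally, the sequence under the summits was compared with the flanks to ask which factors share the bound regions. RXR binds a repeat of the hexamer AGGTCA, as a homodimer or with a partner receptor, and the spacing differs between partners. A window of 50 bp on each side of the summit held the DR1 consensus, with 1 base between the hexamers and at most 2 mismatches, in 217 of the 3423 regions (6.34%, interval 5.55 to 7.21). The same windows at 500 bp on each side held it in 1.55%, a ratio of 4.09. The larger of the exact McNemar p values against either flank, adjusted over 13 motifs by Benjamini-Hochberg, was 1.71e-23. By the same exact test, the ratio was 2.67 for DR5 (adjusted p = 3.41e-06) and 1.63 for DR4 (adjusted p = 0.0348). C/EBP was in 19.4% of summit windows and 8.52% of flanks (exact test, adjusted p = 1.77e-34), PU.1 in 3.30% and 0.657% (7.88e-15), RUNX in 4.32% and 1.40% (3.92e-12), and AP-1 in 5.49% and 2.26% (1.47e-10). STAT5 (2.07% and 1.46%, adjusted p = 0.247), the SMAD palindrome (2.02% and 2.29%, 0.845), the E-box (1.81% and 1.34%, 0.451), the MITF site (0.351% and 0.175%, 0.344) and CTCF (1.02% and 1.18%, 0.845) did not pass 0.05 in the exact test, nor did the DR1 letters in shuffled order (0.409% and 0.336%, 0.845). Thus 7 of 13 motifs passed 0.05, all with the higher share at the summit. The study reported STAT5 and SMAD4 among the motifs of RXR-bound regions, by a search with HOMER. It also showed RXRα peaks that overlapped STAT5 and SMAD4 peaks in ChIP data. Its motif method and its regions differed from the fixed sequences and regions used here, so the missing calls for STAT5 and SMAD do not test that finding. With at most 1 mismatch the DR1 ratio was 8.60, the alternative that moved it most.

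The Cebpb region held AGGGCACAGGGCA, on the minus strand at 167724065 to 167724077, with 2 mismatches to the DR1 consensus, and the Klf6 region held AGGTCAAAAGCCA, on the plus strand at 5875715 to 5875727, also with 2. The summits of the Abcg1, Runx1 and Pparg regions held no match with fewer than 3 mismatches.

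**Figure D4:**
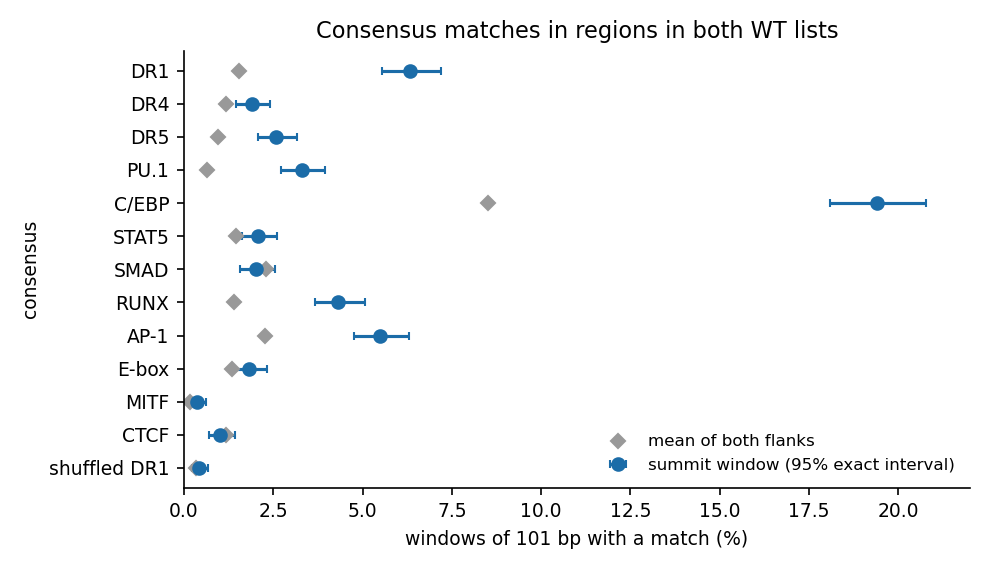
Share of windows with a consensus match at the summits of the 3423 regions in both WT lists (circles, 95% exact binomial intervals) and mean share in the flanks 500 bp to each side (diamonds), for 13 consensus sequences. DR1 rises from 1.55% in the flanks to 6.34% at the summit, and the shuffled DR1 stays at 0.409% and 0.336%.

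In the single lists, DR1 was at 6.04% of WT A summits (1.62% of flanks), 3.34% of WT G summits (1.54%), 10.8% of KO A summits (1.81%) and 13.5% of KO G summits (1.2%). The adjusted p was 3.71e-28 in WT A, 5.73e-15 in WT G, 0.626 in KO A and 6.04e-05 in KO G, by the exact McNemar test over 13 motifs. With 83 peaks, the KO A interval (5.08 to 19.6) was wide. Among peaks of WT G with no WT A peak, DR1 was at 2.39% of summits against 5.02% of the shared WT G summits.

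**Figure D5:**
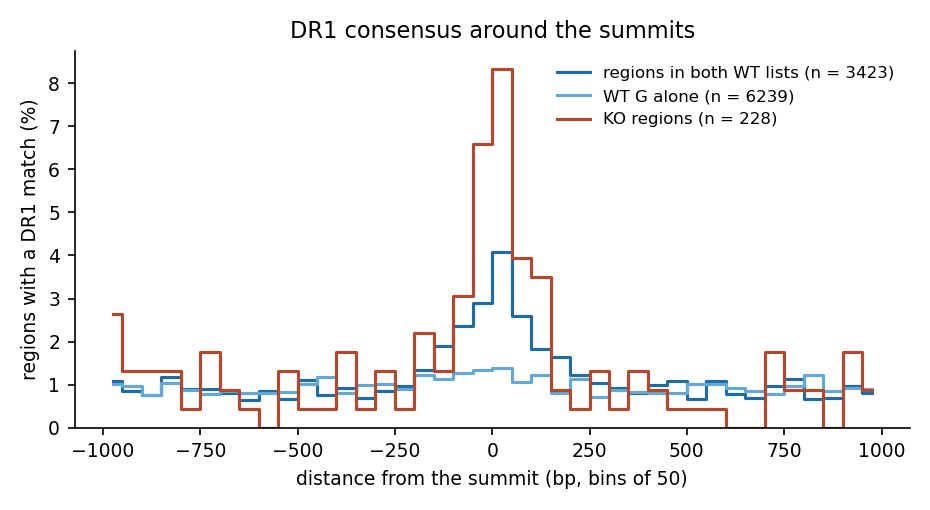
Share of regions with a DR1 match centred in each 50 bp bin by distance from the summit, for regions in both WT lists (n = 3423), WT G peaks with no WT A peak (n = 6239) and regions in either KO list (n = 228). The highest bin, from 0 to 50 bp, holds 4.09% of the regions in both WT lists, 1.38% of WT G peaks alone and 8.33% of KO regions.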

Values the study reported

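The study reported 6,365 regions exclusive to the AMs without Cre by ChIP with the RXRα antibody, and 2,867 genes nearest to bound regions. It placed 10.82% of the RXR peaks in promoters, 34.4% in intergenic sequence and 50% in introns.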

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

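All alternatives were chosen before the data were examined, except the RefSeq annotation, which was chosen after seeing the data. In all, 29 alternatives gave 260 values for 37 results. Of these values, 197 kept their direction and side of the threshold or moved by less than the interval or 1.5 times allowed for them, 47 moved further, 5 lost and 6 gained a call at 0.05, and 5 changed direction. The 197 include at least 29 values that could not move: 7 from the restriction to chromosomes 1 to 19 and X, which removed no peak, 18 from mismatch settings at the 9 motifs they left unchanged, and 4 fixed by their definitions (the share of each KO list with the other left out, regions of at least 2 of the 4 lists with no KO peak, and the intergenic share with 1 kb on each side of the TSS). The number kept is thus no measure of stability. Unless stated, the cause was not tested.

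The ratio of WT to KO peaks was above 1 under each alternative, but with 1 or 2 libraries per genotype its p cannot pass 0.05 and says nothing about stability. It was 32.7 without WT G, 67.1 without WT A, 34.9 without KO A and 87.5 without KO G, so KO G and WT G each moved it by over 1.5 times. The A and G letters recur in both genotypes. With the letters as pairs (a replicate block) the ratio was 57.2 in A and 47.0 in G, with a geometric mean of 51.8. The G library had more peaks in each genotype, but 2 pairs are too few to show that a letter marks a shared batch, and the labels do not say so.

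The share of WT A peaks in WT G and of WT G peaks in WT A was 81.0% and 38.7% with a −log10 q of at least 3, and 80.8% and 38.1% with a fold enrichment of at least 5. With WT G held to its strongest 4751 peaks it was 67.7% and 57.5%. Requiring 50% of both peaks gave 32.6% and 15.9%, and summits within 100 bp gave 39.5% and 19.2%. Under these 2 rules there were 1548 and 1872 regions in both WT lists, 1518 and 1769 of them with no KO peak, and the share of KO peaks at WT peaks was 28.9% and 79.5% in KO A and 17.3% and 76.4% in KO G. The shortest peak differed between lists (116, 215, 138 and 102 bp in WT A, WT G, KO A and KO G), which limits how often peaks of unequal length can cover each other by 50%. Taking regions in either WT list gave 10461 regions, 10250 of them with no KO peak.

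Leaving out WT A or WT G leaves the peaks of 1 list in place of shared regions. The number of regions then ranged from 4751 to 9766, and the nearest genes from 2272 to 3633; regions with no KO peak ranged from 3240 to 9559 over all 4 libraries left out. The higher values in each case came without WT A, that is from WT G alone, by over 1.5 times the main value. The promoter share ranged from 11.1% to 15.5% and the intergenic share from 27.2% to 31.3%.

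Feature shares followed the promoter window and the annotation. With 1 kb on each side of the TSS, promoters held 15.3%, termination sites 2.83%, exons 2.63% and introns 47.7%. With 3 kb they held 30.4%, 1.52%, 1.72% and 39.2%, and intergenic sequence 27.1%. Protein-coding genes alone gave 7.30%, 1.90%, 2.04% and 48.2%, with 40.5% intergenic, and RefSeq gave 8.09% promoters, 1.99% termination sites, 2.66% exons and 37.5% intergenic. The wider window takes regions from the other classes by construction.

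DR1, C/EBP, PU.1, RUNX and AP-1 kept a higher share at the summit, past 0.05, under each motif alternative that changed their scan (9 for DR1, with a ratio from 2.07 to 8.60, and 7 for the other motifs). DR5 lost its call with at most 1 mismatch (ratio 4.40). DR4 lost its call with windows of 25 bp on each side (1.45), with dinucleotide-shuffled windows in place of flanks (1.57) and with at most 1 mismatch (4), where few windows match, and its ratio ranged from 1.28 to 1.60 with a WT library left out, with no call without WT A. The E-box was past 0.05 without either WT library (1.43 to 1.53) and against shuffled windows (2.53), and MITF without WT A (2.22), while without WT G it had no call (2.11). Against shuffled windows STAT5 rose to 1.65 and SMAD fell to a ratio of 0.633, both past 0.05. Uncalled ratios that crossed 1 were SMAD with WT libraries left out (0.847 to 1.08) and with 100 bp on each side (1.04), CTCF with flanks at 2000 bp (1.014) and against shuffled windows (1.35), and the shuffled DR1 with 3 mismatches (0.959). With at most 1 mismatch the shuffled DR1 was in no flank and gave no ratio.

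The calls for the 4 gene lists and for the strength of shared peaks did not change under their alternatives. The fold enrichment needs its pseudocount of 1: with 0, a whole number of fragments explained only 10.8% of peaks in WT A, 16.3% in WT G, 26.5% in KO A and 18.3% in KO G, with medians of 30, 19, 26 and 21 fragments. The weakest peaks of WT G rested on 5 fragments; no alternative varied depth, so how far depth limits the lists was not tested.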

Other observations

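The tests of the 1-copy model of chromosome X and of the strongest WT sites were written before their results were seen; the other tests in this part were chosen after the result was seen.

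The number of regions in both WT lists with no KO peak was 3222. That is lower than the value quoted from the study above. The read count model of the study was not repeated here, so the methods differ. With regions in either WT list the number here was 10250, so the rule for regions decides on which side of that value it falls.

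The library with the lowest derived depth had the most peaks. Read depth argues the wrong way, since WT A was 4.77-fold deeper than WT G by the derived depths, not checked against read totals, and had fewer peaks. It also argues against shallow KO libraries as the reason for their short lists, since the shallower of them, KO A, was 2.73-fold deeper than WT G. The yield of the immunoprecipitation was not tested and stays open for both patterns, as does the genotype for the KO lists.

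The 6239 peaks of WT G with no WT A peak differed in part from those it shared. Promoters held 18.3% of them (95% exact binomial interval 17.3 to 19.3), against 10.9% of shared WT G peaks at matched −log10 q (bootstrap interval 9.31 to 12.7). A candidate explanation is that this library also caught open promoters with no RXRα bound. The KO libraries, deeper than WT G by the derived depths, had only 8 (KO A) and 19 (KO G) promoter peaks. They thus showed little such capture, which would have to be particular to WT G. The explanation was not set beside accessibility data here, so it remains a hypothesis for the 6239 peaks. The DR1 consensus was at 2.39% of their summits (interval 2.02 to 2.80; 1.56% of flanks, exact McNemar p adjusted over 13 motifs 0.00771) and at 3.49% of the matched shared summits (bootstrap interval 2.68 to 4.37). The share of WT G alone was below the interval of the matched peaks, although the 2 intervals overlap at their ends, which argues against further sites of the same kind as the source of all these peaks. It leaves open such sites for part of them, since DR1, C/EBP (12.7% against 8.56% of flanks), RUNX (2.34% against 1.43%) and AP-1 (3.4% against 2.02%) were all more frequent at these summits than in the flanks, past 0.05. The E-box went the other way, at 2.45% of the summits of WT G alone and 1.29% of the matched shared summits. Beyond these comparisons no biological explanation was tested, and both libraries are WT.

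Of the 5 strongest regions in both KO lists, 4 had a local background over 4 times the genome-wide level, which is what sequence present in more copies than the assembly holds could give. Among all 227 KO regions with a solved background this held for 7.49% (interval 4.42 to 11.7), which excludes it as the main source of KO peaks, while 171 (75.3%) were at the genome-wide background. In these 171, the DR1 consensus was 11.5-fold more frequent at the summit than in the flanks (13.5%, interval 8.72 to 19.5, against 1.17%; exact McNemar p adjusted over 13 motifs 0.000253), in 23 regions. In the 17 regions over 4 times the background it was in 0 at the summit (interval 0 to 19.5). That interval includes 13.5%, so 17 regions are too few to show a difference from the 171. Some KO peaks at the genome-wide background may mark remaining binding at DR1 sites, a motif that most of these 171 regions lacked by this consensus. Their DR1 share was above the 6.34% of all regions in both WT lists, but the 171 strongest WT regions at the genome-wide background had 8.77% (interval 4.99 to 14.1), within the KO interval, so a choice of strong sites could give it. Of those 171 WT regions, 64 (37.4%) had a KO peak. Cells that kept the receptor, receptor left after deletion, binding of the antibody to another protein at such sites and carry-over from a WT sample were not tested and stay open.

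Chromosome X had few peaks. It holds 6.28% of the assembled chromosomes but 29 peaks in WT A (0.610%, interval 0.409 to 0.875), 52 in WT G (0.532%, interval 0.398 to 0.698) and 21 regions in both lists (0.613%). Chance was excluded, with 0 of 100 random draws as low and a lowest draw of 5.60%. A lower gene density does not account for it, since chromosome X holds 4.33% of protein-coding genes. If the cells had 1 copy of chromosome X, its sites would have 2 times fewer fragments, and 33.0% of 3599 autosomal peaks of WT A and 46.6% of 7308 of WT G, those at the genome-wide background, would still be called at that loss. The share was taken to hold for the other autosomal peaks, which were not evaluated. With as many sites per coding gene as on autosomes, the expected share would be 1.48% in WT A and 2.08% in WT G, both above the observed intervals. This argues against 1 copy alone, at that number of sites per gene, as the cause. The number of sites per gene is an assumption and the sex of the mice was not given for these samples. A single copy together with fewer sites thus stays open as part of the cause. Mappability and explanations other than those above were not tested.

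The 5 KO regions with no WT peak are named here, a choice made after their values were seen. In KO G they were on chromosome 14 from 19418768 to 19418889 (−log10 q 9.60), chromosome 15 from 75085523 to 75085642 (19.1), chromosome 4 from 138971586 to 138971694 (3.16) and chromosome 9 from 3025455 to 3025601 (2.41), and in KO A on chromosome 4 from 134632437 to 134632574 (7.30). The chromosome 15 region was nearest to Ly6c2, and WT A had another peak nearest to that gene (−log10 q 26.4). The chromosome 14 and chromosome 9 regions had the same closest sequence to DR1, TCGCCATATTTCA, and the chromosome 9 region had a fold enrichment of only 2.72. These regions are thus not shown to be binding sites particular to KO.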
